A study of Drosophila melanogaster with 39 samples.

How the data were processed

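RNA was sequenced from Drosophila melanogaster testes in 2 experiments. In the first, whole testes of 1 to 3 day old flies gave 21 libraries in 7 groups of 3: the laboratory control stocks w1118 and w1118 iso, and transheterozygous mutants of Cdc73L, Ctr9L, Leo1L (from a cross and from the same cross inverted) and Paf1L. These 4 genes encode testis paralogs of subunits of the PAF1 complex, which binds elongating RNA polymerase II. In the second, spermatocytes (male germ cells before and during meiosis) carrying GFP-tagged Cdc73L were isolated by fluorescence-activated cell sorting at a purity of at least 85%, per the labels, from control flies and from Leo1L and Paf1L homozygous mutants, with 3 replicates per group. Each sorted replicate is 1 column of the table that joins 2 libraries, with and without depletion of ribosomal RNA, so 18 of the 39 samples stand behind 9 columns; these columns were used as 9 replicates and the library kinds were not separated.

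The deposited values are signal per gene that the authors had normalized before deposition, under the name GeTMM, in 1 table per experiment with 13659 genes each. Their aligner, counting method, strand setting and genome build are not stated in the part of the protocols given here, so reads of overlapping genes and of close paralogs cannot be told apart. In each library the lowest values lay mostly at near-whole multiples of a single step. Values close to that step were split by gene length. In bulk their median was 0.092 for short genes (median length 678 bases) and 0.092 for long genes (1744 bases). In sorted cells the medians were 0.0715 and 0.0717. Only values already near the step were used, so the likeness of these medians cannot show whether values were divided by length. The values look like scaled reads without division by gene length because most low values lay near whole multiples, as the following shares show. Between 54.8% and 87.4% of the low values (up to 6 steps) per bulk library lay within 0.1 of a whole multiple. In the sorted table it was between 76.0% and 86.0%. These shares were too low to treat the values as whole reads, so the main tests used no count model. Voom weights and thinning, used as checks only, rest on estimated reads. A fold change computed here is on the log2(signal + 1) scale, which understates the change of genes with low values.

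Dividing each library's total by its step gave an approximate depth of 8.63 to 12.8 M reads (M, 1e+06) in the bulk libraries and 7.97 to 20.9 M in the sorted columns. The value of 3 reads, taken as the smallest signal that could be told from 0, was 0.224 to 0.379 in bulk libraries and 0.145 to 0.384 in sorted columns; it covers counting error alone. The 2 tables were normalized separately, so tests were run within a table and levels are not compared across tables except where stated.

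Genes with a mean of at least 1 over the libraries of a table were tested, 10925 in bulk and 9495 in sorted spermatocytes. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) over all libraries of a table. Bulk mutants were compared with the 6 control libraries of both stocks together, the inverted Leo1L cross with the other Leo1L cross, the control stocks with each other, and sorted mutants with sorted controls and with each other. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called raised or lowered at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction.

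A list of 12 protein-coding genes of the Y chromosome, written before the data were examined, was tested with limma's fry, a directional rotation test of a gene set, adjusted over 7 mutant comparisons, and with a 2-sided exact permutation test of the mean log2 value per library. Marker lists for accessory gland, muscle and somatic testis cells were written before their tests. Lists of the canonical PAF1 complex genes and of the testis TAF genes (testis forms of TFIID subunits) were also fixed beforehand. Genes named are the mutated genes, these lists, and the 5 raised and 5 lowered genes with the largest mean log2 fold change among those called in the same direction in all 5 bulk mutants, and likewise in both sorted mutants, with each mutant library beyond every control library. Cdc73L could not be matched to a gene identifier of the tables from the labels and is reported only as a genotype. Any gene named outside this rule is marked as chosen after its values were seen.

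Positions came from Ensembl annotation 115 of assembly BDGP6.54, matched by symbol for 13330 genes and by synonym for 313, which gave 13643 genes (99.9%) a position, 20 of them on Y. The authors' tables hold no coordinates, so the annotation served for positions and neighbours only. For each gene, the nearest gene lying wholly on its 5′ side was taken among the 13643 measured genes with a position. Overlapping genes were passed over, and annotated genes without measured values were not considered. A gene counted as lying behind an active neighbour when that gene was on the same strand, at most 2000 bases away, and had a control mean of at least 10. Raised genes were compared with all other tested genes by a 2-sided Fisher's exact test, adjusted over 7 comparisons, with the 3′ side as a control and with 10000 draws of genes matched in 20 bins of mean value. That mean was taken over control and mutant libraries together.

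The procedures were tested on simulated data with known answers. With 200 genes shifted by 2 on the log2 scale, 96% to 100% were called in each of 100 draws over the 10925 bulk genes, with 0 to 6 false calls, and 94% to 100% over the 9495 sorted genes, with 0 to 10 false calls. The shifted genes were drawn only from those whose mean log2(signal + 1) was at least that of a signal of 5. Recovery among genes with lower signal was therefore not tested. A shift of -0.6 planted in the Y-linked list was found in 100 of 100 draws in both tables, and an unshifted list passed 0.05 in 4 and 5 of 100 draws. In the neighbour test, a planted excess was found in 100 of 100 draws, and randomly drawn genes passed 0.05 in 3 and 4 of 100. The planted odds ratios were 4.73 in bulk and 6.74 in sorted cells, with 200 raised genes. They are larger than those of the main tests below, so power at the reported effects was not tested.

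The alternatives tried were other pseudocounts (0.1 and 5), other filters, rescaling to one total, quantile normalization, no trend, 2-group fits, the replicate number as a block, single control stocks, other neighbour distances and levels, and leaving out each replicate. They were chosen before the data were examined. Voom weights, a marker score as a covariate and a neighbour test limited to same-strand neighbours were added after the data were seen. Replicate numbers come from the sample titles. Per the labels the sorting was done in 3 independent experiments; whether equal numbers in different groups share an experiment is not stated, and the block is tried for that case. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for the neighbour and list tests, and matplotlib 3.10.9 for plots.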

Results

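Expression of 13659 genes was measured in 21 bulk testis libraries and in 9 columns of sorted spermatocytes. In bulk testis, 10502 to 11001 genes per library had a signal of at least 1, and in sorted spermatocytes 8969 to 9787. The 10 genes with the highest signal took 5.31% to 6.23% of each bulk library and 6.67% to 7.22% of each sorted column. The log2 signals of replicates of a group correlated across genes with a median r of 0.988 in bulk (21 pairs, lowest 0.979) and 0.990 in sorted cells (9 pairs, lowest 0.975). Between groups the medians were 0.983 and 0.979. Genes are not independent replicates, so these correlations describe the libraries.

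The mutated genes were examined first. CG10887, the gene of Leo1L (FBgn0038773, chromosome 3R, 20114838 to 20117139, plus strand), had a signal of 63.0 ± 6.07 (SD, n = 6) in bulk controls, 16.5 ± 1.01 (n = 3) in Leo1L mutants and 17.7 ± 0.428 (n = 3) in the inverted cross. The log2 fold changes were -1.86 and -1.77 (limma, Benjamini-Hochberg adjusted p = 2.0e-12 and 5.4e-12), with every mutant library below every control. In sorted spermatocytes it went from 20.2 ± 3.03 (n = 3) to 7.38 ± 1.06 (n = 3), a log2 fold change of -1.33 (limma, Benjamini-Hochberg adjusted p = 0.000473). CG12674, the gene of Paf1L (FBgn0031388, chromosome 2L, 2079919 to 2081286, plus strand), went from 55.0 ± 4.55 (n = 6) to 4.86 ± 1.92 (n = 3) in bulk Paf1L mutants, a log2 fold change of -3.31 (limma, Benjamini-Hochberg adjusted p = 1.4e-11). In sorted Paf1L mutants it went from 21.8 ± 5.44 to 1.03 ± 0.273 (SD, n = 3 each), a change of -3.47 (limma, Benjamini-Hochberg adjusted p = 6.0e-07). CG9899, the gene of Ctr9L (FBgn0034829, chromosome 2R, 23153854 to 23162077, plus strand), went from 116 ± 7.04 (n = 6) to 10.3 ± 0.419 (n = 3), a change of -3.37 (limma, Benjamini-Hochberg adjusted p = 2.5e-17). The gene of Cdc73L was not analysed here, so the label of the Cdc73L mutants has no such check. In the other bulk mutants these 3 genes were within 0.26 of the controls on the log2 scale. Among them CG10887 was higher in Cdc73L (0.26) and Paf1L mutants (0.22), with every mutant library above every control. The adjusted p values were 0.0215 and 0.0335 (limma, Benjamini-Hochberg, 3 libraries against 6). With 1 replicate left out in turn, these did not pass in 3 and 5 of 9 fits. In sorted cells, CG12674 changed by -0.73 in Leo1L mutants and CG10887 by -0.51 in Paf1L mutants (limma, Benjamini-Hochberg adjusted p = 0.0641 and 0.0780, 3 columns against 3), with mutant and control columns not overlapping; chance separates 3 from 3 in this way in 10% of comparisons.

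The first question was how many genes depend on each paralog in the testis. Against the 6 control libraries, 203 of 10925 tested genes changed in Cdc73L mutants (34 raised, 169 lowered), 79 in Ctr9L mutants (40 raised, 39 lowered), 229 in Leo1L mutants (134 raised, 95 lowered), 254 in the inverted Leo1L cross (98 raised, 156 lowered) and 231 in Paf1L mutants (114 raised, 117 lowered). Each group had 3 mutant libraries, and calls are at a limma Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change of at least 1. Apart from dropping the fold-change limit, the largest change as a ratio was that of Cdc73L with an accessory gland marker score as a covariate, 34 genes, and the largest in genes was that of Paf1L with the w1118 controls alone, 485. The excess of lowered genes in Cdc73L mutants depended on the processing: the iso controls alone gave 25 raised and 27 lowered genes, voom weights gave 93 and 73 (80 genes shared with the 203), and no fold-change limit gave 919 and 1099. At any fold change, 2018, 2052, 2910, 3053 and 2694 genes had an adjusted p under 0.05. The median standard error of a log2 fold change was 0.117.

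Leo1L mutants from the cross and from the inverted cross did not differ at this precision. No gene passed, 0 of 10925 at any fold change, and 481 genes had an unadjusted p under 0.05 (limma, 3 libraries against 3).

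The accessory gland lies beside the testis, and its RNA differed between libraries. The mean log2(signal + 1) of 9 accessory gland marker genes was 3.90 to 5.48 in bulk controls and 1.29, 1.46 and 3.49 in Cdc73L mutants. It was 1.22 in the third library of the inverted Leo1L cross and 1.72 in the first of Paf1L. With this score as a covariate in limma, a choice made after the values were seen, the Cdc73L calls were 22 raised and 12 lowered genes, of which 18 and 8 were among the 34 and 169 called without it. In the other mutants 38 of 39 lowered genes (Ctr9L), 94 of 95 (Leo1L), 117 of 156 (inverted cross) and 108 of 117 (Paf1L) were called in both fits.

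**Figure D1:**
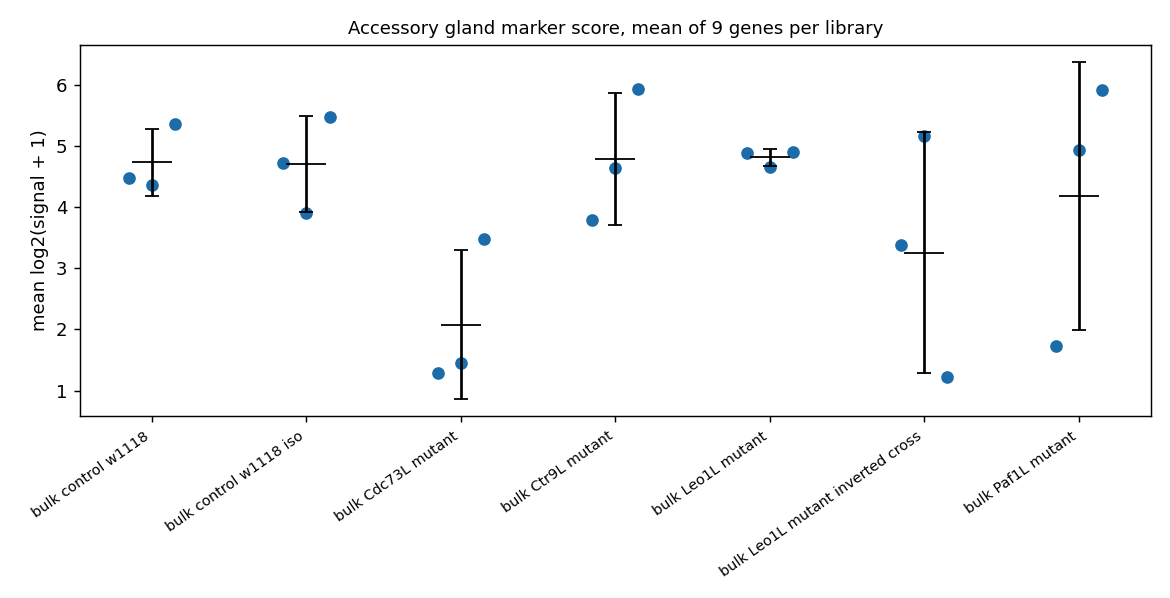
Mean log2(signal + 1) of 9 accessory gland marker genes in each bulk testis library (points), with the group mean and SD (bars, n = 3). Cdc73L libraries had 1.29, 1.46 and 3.49, against 3.90 to 5.48 in the control libraries.

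The control stocks did differ from each other. Between w1118 iso and w1118, 161 genes changed (59 higher in iso, 102 lower), and 949 passed at any fold change (limma, Benjamini-Hochberg, 3 libraries against 3). This bears on genes called in all 5 bulk mutants, of which there were 8 raised and 9 lowered. The 5 comparisons shared their control libraries, so these calls are not independent of one another. Of those 17, 7 (41.2%) also differed between the stocks in the direction in which the mutants differed from the controls, against 161 of 10925 tested genes (1.47%). A pseudocount of 5 gave 1 raised gene, the largest change as a ratio. With the w1118 controls alone, the largest change in genes, 50 genes were raised and 67 lowered in all bulk mutants. With the iso controls alone, 4 were raised and 5 lowered.

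Among the genes raised in all bulk mutants, CG33669 (FBgn0053669, chromosome X, 6399455 to 6400100) had the largest mean log2 fold change, 3.55. Its signal was 1.53 ± 0.537 in w1118 controls, 158 ± 16.8 in iso controls (SD, n = 3 each) and 219 to 246 as the mean of the mutant groups, so most of its change lies between the stocks. CG15646 went from 0.821 ± 0.339 in w1118 to 4.13 ± 0.831 in iso controls, and CG43902 from 0.447 ± 0.0984 to 2.94 ± 0.806 (SD, n = 3 each; limma, Benjamini-Hochberg adjusted p = 0.000114 and 0.00068). The gene para (FBgn0285944, chromosome X, 16455027 to 16533096), which encodes a sodium channel, did not: its signal was 1.62 ± 0.313 in w1118 and 1.38 ± 0.504 in iso controls (SD, n = 3 each). It rose to 4.80 ± 0.373 in Cdc73L, 5.41 ± 0.804 in Ctr9L, 21.3 ± 1.92 in Leo1L and 16.8 ± 3.89 in Paf1L mutants (SD, n = 3 each). Its log2 fold changes were 1.23, 1.37, 3.17 and 2.83 (limma, Benjamini-Hochberg adjusted p between 5.9e-11 and 4.7e-05). CG13116 (mean log2 fold change 1.32) likewise did not differ between stocks.

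Among the genes lowered in all bulk mutants, Cpr66Cb (mean log2 fold change -2.62), CG3528 (-2.18) and ple (-1.88) had stock differences that were not significant, with log2 fold changes of -0.72, -0.75 and 0.03 (limma, Benjamini-Hochberg adjusted p = 0.16, 0.105 and 0.981, 3 libraries against 3). CG13334 (-1.88) and CG2065 (-1.86) differed between the stocks by -0.78 and -2.84 (limma, Benjamini-Hochberg adjusted p = 7.8e-05 and 5.0e-10).

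In sorted spermatocytes the question was which of these changes occur in the cells that express the complex. Against 3 controls, 385 of 9495 tested genes changed in Leo1L mutants (318 raised, 67 lowered) and 741 in Paf1L mutants (604 raised, 137 lowered), by limma with Benjamini-Hochberg adjustment. Raised genes made up 82.6% and 81.5% of these calls. These shares depended on the fold-change limit: without it, 905 genes were raised and 660 lowered in Leo1L mutants (57.8% raised), and 1238 and 1170 in Paf1L mutants (51.4%). The Paf1L share also depended on the scaling and was 61.2% after quantile normalization. With a pseudocount of 5 the totals were 138 and 238. The mutants shared 266 raised and 44 lowered genes. Both comparisons used the same 3 control columns, so variation among the controls adds to this overlap. The direct comparison of Paf1L with Leo1L mutants called 25 genes (16 higher, 9 lower in Paf1L), 42 at any fold change.

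CG8850 (FBgn0033708, chromosome 2R, 12298747 to 12302240, minus strand) had the largest mean log2 fold change over both sorted mutants, 4.96. Its signal went from 0.876 ± 0.44 in sorted controls to 54.7 ± 8.88 in Leo1L and 59.0 ± 8.03 in Paf1L mutants (SD, n = 3 each), log2 fold changes of 4.90 and 5.02 (limma, Benjamini-Hochberg adjusted p = 2.1e-09 and 1.9e-09). The gene unc79 (FBgn0038693, chromosome 3R, 19230764 to 19246130, minus strand) went from 2.57 ± 0.862 to 95.1 ± 15.5 and 124 ± 21 (SD, n = 3 each), changes of 4.77 and 5.15. In bulk testis, where the controls were at 2.15 ± 0.915 (n = 6), unc79 was at 41.8 ± 6.83 in Leo1L and 41.2 ± 5.25 in Paf1L mutants (SD, n = 3 each). Cad99C (FBgn0039709, chromosome 3R, 29841657 to 29854699, plus strand) rose by 3.66 and 4.41 in sorted cells, and by 2.57 and 2.83 in bulk. The gene boil (FBgn0029730, chromosome X, 4875670 to 4877263) rose from 20.7 ± 12.7 to 527 ± 19.5 and 277 ± 11.7 in sorted cells (SD, n = 3 each). In bulk testis its control signal was 152 ± 14.9 (n = 6), and its changes in Leo1L and Paf1L mutants were 0.63 and 0.31 on the log2 scale. Pp1-Y1, on Y, was listed at 0 in all 3 sorted control columns and is described with the Y-linked genes.

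Of the genes lowered in both sorted mutants, upd1 (FBgn0004956, chromosome X, 18305354 to 18309291), which encodes a secreted JAK-STAT ligand, fell from 27.7 ± 2.17 to 6.62 ± 1.96 and 4.36 ± 0.612 (SD, n = 3 each), log2 fold changes of -1.94 and -2.42 (limma, Benjamini-Hochberg adjusted p = 4.7e-05 and 5.5e-06). ND-51L1 (FBgn0034251, chromosome 2R, 17595267 to 17597409) fell from 165 ± 31.6 to 44.2 ± 9.89 and 38.3 ± 0.905, changes of -1.88 and -2.06. In bulk it fell in each mutant, from -0.63 in Cdc73L to -1.41 in Leo1L. CG3528 changed by a mean of -1.91 over both sorted mutants. The Y-linked kl-5 and WDY complete the list, with means of -1.97 and -1.73.

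Bulk and sorted changes were compared over the 9333 genes tested in both tables. Across genes, the log2 fold changes correlated with r = 0.461 for Leo1L, 0.434 for the inverted Leo1L cross and 0.431 for Paf1L; genes are not independent replicates. Of 293 genes raised in sorted Leo1L mutants, 74 were raised in bulk Leo1L mutants, and of 559 raised in sorted Paf1L mutants, 83 were raised in bulk. Genes lowered in both numbered 14 for Leo1L, 13 for the inverted cross and 24 for Paf1L, and 2, 1 and 6 genes were lowered in bulk and raised in sorted cells.

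The Y chromosome carries male fertility genes, several of them with very long introns, and a set of 12 of its genes was tested as a whole. In bulk testis its mean log2 fold change was -0.61 in Leo1L mutants (11 of 12 genes lower), -0.61 in the inverted cross (9 of 12) and -0.58 in Paf1L mutants (9 of 12), each at a Benjamini-Hochberg adjusted p of 2.6e-08 by limma's fry (3 mutant against 6 control libraries). In Ctr9L mutants it was -0.21 (8 of 12, limma adjusted p = 0.0043), and in Cdc73L mutants 0.06 (6 of 12 lower, limma adjusted p = 0.813). The 2-sided exact permutation test of the mean per library, which cannot go below 0.0119 with 84 splits, gave p = 0.0119 for Leo1L, the inverted cross and Paf1L, p = 0.0833 for Ctr9L and p = 0.536 for Cdc73L. With the w1118 controls alone the Ctr9L mean was -0.10 and did not pass, and with the iso controls alone the Cdc73L mean was -0.0503. Direct comparison of the mutants showed Cdc73L above Leo1L by 0.67 and above Ctr9L by 0.27 (limma's fry, adjusted p = 3.0e-07 and 0.0131 over 10 pairs, 3 libraries against 3). The Leo1L crosses differed by 0.00 (adjusted p = 0.965). After rescaling to one total or quantile normalization the means stayed negative in Leo1L (-0.54 and -0.63), the inverted cross (-0.58 and -0.57), Paf1L (-0.51 and -0.57) and Ctr9L (-0.18 and -0.21).

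**Figure D2:**
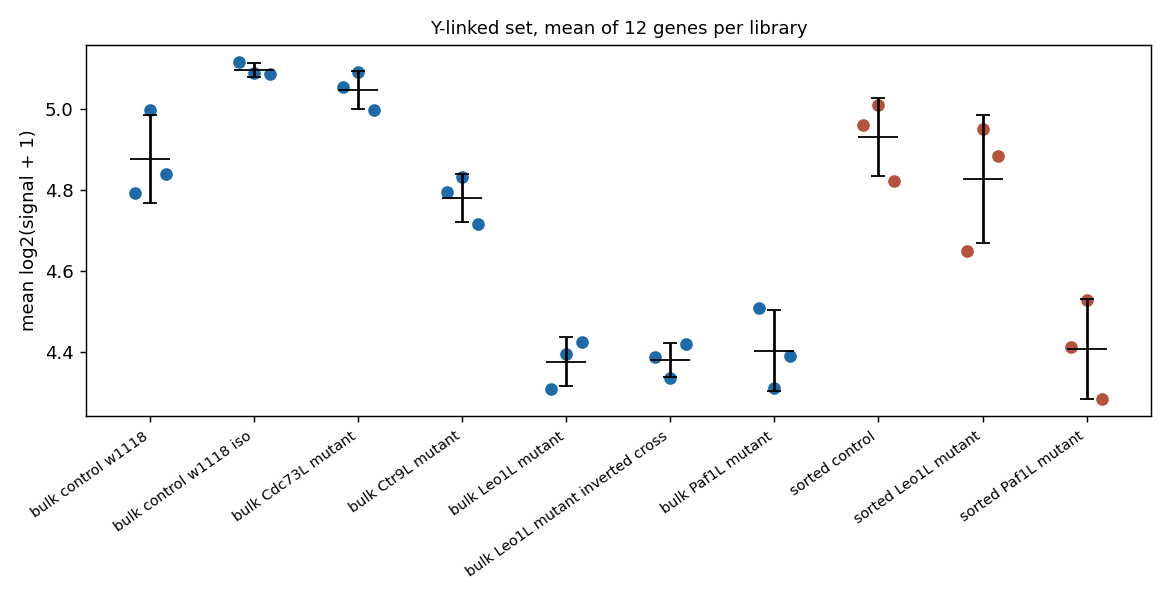
Mean log2(signal + 1) of the 12 Y-linked genes in each library (points), with the group mean and SD (bars, n = 3), for bulk testis (blue) and sorted spermatocytes (red), which were normalized separately. Bulk Leo1L, inverted-cross and Paf1L mutants had group means of 4.38, 4.38 and 4.40, against 4.88 and 5.10 in the control stocks; sorted Paf1L mutants had 4.41 against 4.93 in sorted controls.

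In sorted spermatocytes the mean of the set was -0.10 in Leo1L mutants (6 of 12 genes lower, limma adjusted p = 0.805) and -0.52 in Paf1L mutants (9 of 12, limma adjusted p = 0.0166). With a pseudocount of 0.1 these were 0.17 and -0.26, and neither passed. The exact permutation test gave p = 0.5 and p = 0.1, the smallest value that 3 against 3 allows. Pp1-Y1 weighed on these means, because it rose by 4.15 and 3.84. Rescaling to one total gave -0.12 and -0.48, and quantile normalization -0.10 and -0.59, the directions found without them. Without Pp1-Y1, the means over 11 genes, chosen after the values were seen, were -0.49 and -0.92 in sorted cells, and -0.59, -0.60 and -0.59 in bulk Leo1L, inverted-cross and Paf1L mutants.

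The members of the set moved unequally. Adjusted over all tested genes, 7, 7 and 8 of the 12 were lower in bulk Leo1L, inverted-cross and Paf1L mutants, 6 in Ctr9L and 1 in Cdc73L mutants, and 5 and 7 in sorted Leo1L and Paf1L mutants (limma, Benjamini-Hochberg adjusted p under 0.05). Adjusted over the list alone, the counts were 9, 7, 8, 6 and 3 in bulk, and 5 and 7 in sorted cells. The dynein heavy chain gene kl-2 (FBgn0001313, Y, 573088 to 664173) fell from 40.2 ± 2.56 (n = 6) to 17.1 ± 1.96 in bulk Leo1L and 15.4 ± 0.837 in bulk Paf1L mutants (SD, n = 3 each), log2 fold changes of -1.19 and -1.32 (limma, Benjamini-Hochberg adjusted p = 4.2e-09 and 1.1e-09). In Ctr9L and Cdc73L mutants kl-2 changed by -0.52 and -0.44 (limma, Benjamini-Hochberg adjusted p = 0.000285 and 0.0016, 3 libraries against 6). In sorted cells it fell from 46.3 ± 5.68 to 22.8 ± 5.44 and 15.0 ± 1.94 (SD, n = 3 each). Another dynein gene, kl-5 (FBgn0267433, Y, 22250 to 137486), changed by -1.12 and -1.30 in bulk Leo1L and Paf1L mutants, and by -1.72 and -2.22 in sorted cells. WDY (FBgn0267449, Y, 2273422 to 2487777) changed by -0.85 and -0.87 in bulk, and by -1.63 and -1.83 in sorted cells. CCY (FBgn0267592, Y, 3649996 to 3666928) changed by -1.25 and -1.26 in bulk, and by -1.03 and -1.76 in sorted cells. ORY changed by -1.25 and -1.84 in bulk, and by 0.03 and -0.88 in sorted Leo1L and Paf1L mutants (limma, Benjamini-Hochberg adjusted p = 0.935 and 0.0051, 3 columns against 3). In Ctr9L mutants ORY changed by -0.98 and kl-5 by -0.46. Listed genes that were higher at an adjusted p under 0.05 (limma, Benjamini-Hochberg over all genes, 3 against 6 in bulk and 3 against 3 in sorted cells) were FDY in bulk Cdc73L (log2 fold change 1.35) and Paf1L mutants (0.99), Ppr-Y in bulk Ctr9L mutants (0.40), ARY in sorted Leo1L mutants (0.49), and Pp1-Y1 in both sorted mutants. With 1 replicate left out in turn, FDY did not pass in 1 of 9 fits in Cdc73L and 6 of 9 in Paf1L mutants, Ppr-Y in 3 of 9 and ARY in 4 of 6. Of the genes lower in Ctr9L mutants, CCY did not pass in 8 of 9 such fits, Pp1-Y1 in 2, and kl-5 and WDY in 1 each. Nor did kl-3 in 1 of 9 fits in bulk Leo1L mutants and PRY in 1 of 9 in bulk Paf1L mutants. FDY also differed between the control stocks, by 1.44. Pp1-Y1 (FBgn0261399, Y, 9833 to 10786) was at 9.12 to 13.5 in bulk controls and changed by -0.83 and -0.52 in bulk Leo1L and Paf1L mutants. In sorted cells it was listed at 0 in each control column and at 12.8 to 18.0 in the mutant columns, at least 43.8-fold higher in Leo1L and at least 34.7-fold higher in Paf1L mutants when set against the value of 3 reads. No other gene was at 0 in the sorted controls with at least 1 in all sorted mutants and at least 5 in all bulk controls, while nw, kek4 and Doc2, chosen after their values were seen, were at 0 there with lower signal in all bulk controls. A variant of the control line, or in Paf1L mutants reads shared with Pp1-Y2, cannot be told apart from a change in expression. If that variant is another Y chromosome, the sorted changes of the other listed genes could come from it too, which was not tested.

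The log2 fold changes of the 5 canonical PAF1 complex genes in bulk mutants ran from -0.13 to 0.34. By limma with Benjamini-Hochberg adjustment over all genes (3 libraries against 6), 1 of 5 was higher in Ctr9L, 1 in Leo1L, 3 in the inverted cross and 1 in Paf1L mutants, and 3, 2, 4 and 1 when adjusted over the list alone. With 1 replicate left out in turn, the Paf1L gene, Rtf1, did not pass in 6 of 9 fits, and atms did not in 2 (Ctr9L), 1 (Leo1L) and 1 (inverted cross) of 9. In sorted Leo1L mutants Ctr9 was lower by either adjustment, with a log2 fold change of -0.43 (limma, Benjamini-Hochberg adjusted p = 0.0380, 3 columns against 3), and did not pass in 5 of 6 fits that each left out 1 replicate. Of the 5 testis TAF genes, mia (FBgn0014342, chromosome 3R, 5548115 to 5551168) rose from 37.4 ± 1.47 (n = 6) to 58.7 ± 2.71 in bulk Leo1L and 59.5 ± 3.60 in bulk Paf1L mutants (SD, n = 3 each). The log2 fold changes were 0.64 and 0.65, and 0.67 in the inverted cross (limma, Benjamini-Hochberg adjusted p between 2.1e-07 and 3.4e-07). In sorted cells mia rose from 44.5 ± 2.86 to 94.6 ± 1.92 and 81.4 ± 8.98 (SD, n = 3 each), changes of 1.07 and 0.85 (limma, Benjamini-Hochberg adjusted p = 9.4e-06 and 5.6e-05). In sorted cells can changed by -0.59 in Leo1L and -0.77 in Paf1L mutants (limma, Benjamini-Hochberg adjusted p = 0.0369 and 0.0063, 3 columns against 3), and sa by -0.60 in Paf1L mutants (limma, Benjamini-Hochberg adjusted p = 0.0226, 3 against 3). With 1 replicate left out in turn, can did not pass in 5 of 6 fits in Leo1L mutants, nor sa in 3 of 6. In bulk, at a limma Benjamini-Hochberg adjusted p under 0.05 (3 libraries against 6), mia was higher in Cdc73L mutants (0.22), sa higher in Paf1L mutants (0.30), nht lower in Ctr9L mutants (-0.28) and Taf12L lower in Cdc73L mutants (-0.35). With 1 replicate left out in turn, these did not pass in 3, 1, 6 and 7 of 9 fits. Taf12L also differed between the control stocks, by -0.36. The list as a whole has no single direction.

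Loss of the PAF1 complex can impair transcription termination, so that polymerase reads from one gene into the next. The positions of raised genes were therefore compared with those of all other tested genes. In sorted Leo1L mutants, 80 of 316 raised genes (25.3%) lay behind an active same-strand neighbour, against 13.3% of other genes (Fisher's exact test across genes, odds ratio 2.21, adjusted p = 8.4e-08 over 7 comparisons). In sorted Paf1L mutants it was 141 of 602 (23.4%) against 13.0% (odds ratio 2.04, adjusted p = 1.7e-10). In bulk, the odds ratio was 1.89 for Paf1L (29.2% against 17.9%, adjusted p = 0.00999), 1.76 for the inverted Leo1L cross (27.8% against 18.0%, adjusted p = 0.0287), 1.45 for Leo1L (adjusted p = 0.123), 0.993 for Ctr9L (adjusted p = 1.0) and 0.453 for Cdc73L (adjusted p = 0.298). On the 3′ side, the odds ratios were 0.993 and 0.975 in sorted Leo1L and Paf1L mutants. Genes near one another are not independent, so these tests describe the gene lists.

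**Figure D3:**
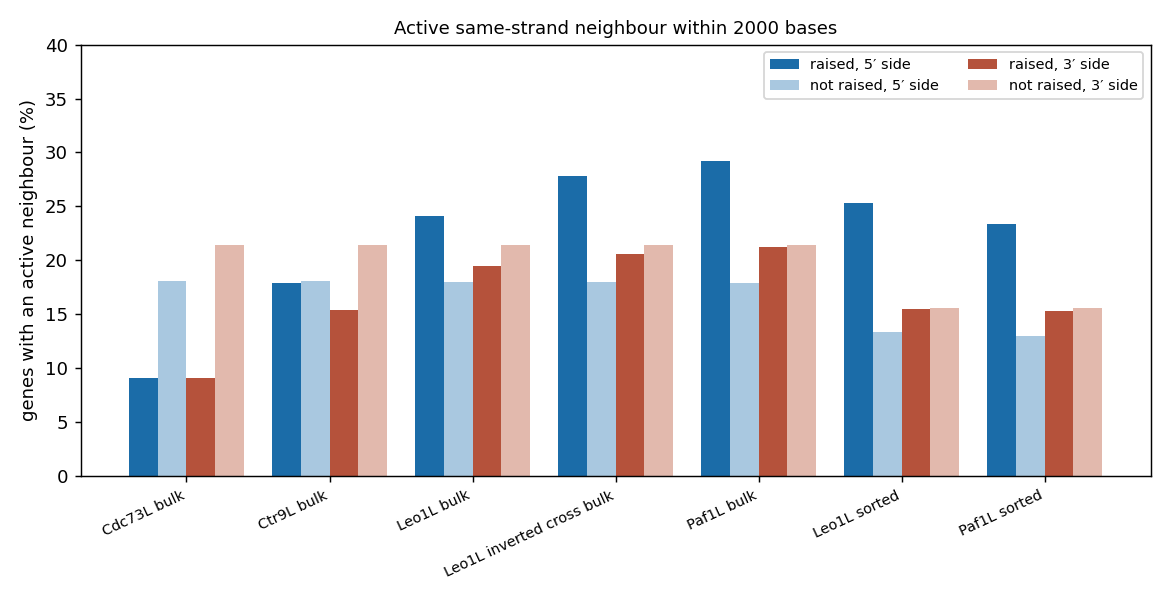
Share of genes (percent) with an active same-strand neighbour within 2000 bases on the 5′ side (blue) and on the 3′ side (red), for raised genes (dark bars) and other tested genes (light bars) in 7 comparisons. In sorted Leo1L and Paf1L mutants the 5′ shares were 25.3% and 23.4% for raised genes against 13.3% and 13.0% for others, and the 3′ shares were 15.5% and 15.3% against 15.6%.

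Raised genes also had an opposite-strand active gene on the 5′ side less often, in 8.2% against 23.0% in sorted Leo1L mutants (odds ratio 0.301). The deficit was weaker in sorted Paf1L mutants, with 12.8% against 23.1% (0.487). In bulk Paf1L mutants it was 11.5% against 29.8% (0.306). Each gene has a single nearest 5′ gene, so a deficit on one strand raises the share of the other. When only genes whose nearest 5′ gene is on the same strand were compared, a choice made after these values were seen, the odds ratios were 1.52 in sorted Leo1L (41.9% against 32.2%, Fisher's exact test, adjusted p = 0.0246) and 1.58 in sorted Paf1L mutants (42.3% against 31.8%, adjusted p = 0.000812). In bulk they were 1.20 for Paf1L (adjusted p = 0.658), 1.03 for the inverted cross (adjusted p = 0.899), 0.869 for Leo1L (adjusted p = 0.673) and 0.235 for Cdc73L (adjusted p = 0.0301), so the bulk excess did not hold in that comparison.

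Named genes give examples of such positions. CG8850 begins 303 bases behind salto, whose mean in sorted controls was 5434. The gene unc79 begins 921 bases behind CG5217, at 478, and Cad99C begins 4209 bases behind Prtl99C, at 259, beyond the limit of 2000 bases. In contrast the nearest measured gene wholly on the 5′ side of boil, on the same strand, was 48836 bases away. Genes that overlap boil were passed over in this search, as were annotated genes without measured values. In sorted Paf1L mutants, the share of raised genes was 8.5% among genes up to 500 bases behind an active same-strand gene, 16.6% at 500 to 1000 bases, 15.5% at 1000 to 2000, 17.1% at 2000 to 5000 and 11.5% at 5000 to 10000, against 6.3% of all tested genes.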

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

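The tests of the Pp1-Y1 explanations were chosen only after the result was seen.

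Among 46 values tested over the 6 bulk control libraries, 7 had a library far from the other 5, by the gap to its nearest neighbour divided by the range (Dixon's 95% critical value, passed by chance in about 5% of values). ORY was at 45.7 in w1118 iso 3 against 22.9 to 30.0 in the others (0.688). CCY was at 46.5 in w1118 1 against 65.0 to 76.1 (0.628), and ARY at 79.3 in iso 1 against at most 62.6 (0.715). The canonical complex gene atms was highest in w1118 3, against 32.6 to 33.9 in the others (0.635), and the testis TAF gene can at 36.2 in iso 1 against 42.3 to 43.1 (0.89). Cpr66Cb was at 2.84 in iso 1 against 9.15 to 12.6 (0.646), and the somatic testis marker score at 4.69 in w1118 2 against 4.53 to 4.59 (0.638). Chance would give about 2 or 3. The 7 values come from 5 libraries, and iso 1 holds 3 of them. No technical or biological explanation was tested for these libraries.

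Pp1-Y1 moved in opposite directions in bulk testis and sorted cells: the bulk libraries of Leo1L, inverted-cross and Paf1L mutants were below every bulk control, and every sorted mutant column was above every sorted control. Bulk Ctr9L libraries were also below the controls, and bulk Cdc73L libraries (8.93 to 10.8) overlapped them. The log2 fold changes differ by 4.98 for Leo1L, 4.80 for the inverted cross against sorted Leo1L, and 4.36 for Paf1L; these differences were not tested. A candidate explanation is a strain variant in the sorted control line, such as a Y chromosome without the gene. Under that explanation other genes with signal in bulk controls might be at 0 as well. Of genes at 0 in every sorted control with at least 1 in all sorted mutants, 6 in number, 1 had at least 5 in all bulk controls, Pp1-Y1 itself. Of the other 5, chosen after their values were seen, nw, kek4 and Doc2 had lower signal in all bulk controls (lowest 0.97, 0.31 and 0.09). The pattern therefore cannot be told apart from a strain variant in the sorted control line. Reads shared with its paralog Pp1-Y2 would make Pp1-Y2 fall where Pp1-Y1 rises; its log2 fold change was 0.18 in sorted Leo1L mutants, so it did not fall there. In sorted Paf1L mutants it was -0.21 (57.5 ± 15.7 to 48.7 ± 4.64, SD, n = 3 each; limma, Benjamini-Hochberg adjusted p = 0.358), so shared reads cannot be ruled out there.

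CG10887, the gene of Leo1L, was higher in all 3 bulk Paf1L libraries than in every control and lower in all 3 sorted Paf1L columns, a difference of -0.73 that was not tested. The canonical gene Ctr9 moved in opposite directions in bulk Leo1L and sorted Leo1L mutants, by -0.59 (-0.595), and in the inverted cross against sorted Leo1L by -0.64; these were not tested either. The tables were normalized separately, and the bulk mutants are transheterozygous while the sorted ones are homozygous. Bulk libraries are listed as polyA, while each sorted column joins libraries with and without depletion of ribosomal RNA. No explanation of these differences was tested.

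The calls were set against other splits of the same libraries with equal numbers from each replicate number, each fitted to the compared libraries alone. In bulk, 1 of 27 splits gave as many genes for Cdc73L, 2 of 27 for Ctr9L, 1 of 27 for Leo1L, 1 of 27 for the inverted cross and 1 of 27 for Paf1L, the real split included. The other Ctr9L split set the w1118 controls against the remaining libraries and gave 149 genes, against 52 for the real split, so by this count alone the Ctr9L genotype and the stock cannot be told apart. That split holds the stock difference and the Ctr9L difference together. Of the 79 Ctr9L calls, 15 (19.0%) followed the stock difference, and the iso controls alone gave 57 genes, 37 of them among the 79. That split gave 168, 124, 149 and 186 genes for the other mutants, against 183, 202, 218 and 205 for the real ones. In comparisons of 3 against 3, 1 of 4 splits gave as many genes for the control stocks, for sorted Leo1L, for sorted Paf1L and for Paf1L against Leo1L, and 4 of 4 for the Leo1L crosses, where 0 genes passed and 481 had an unadjusted p under 0.05. A share under 0.05 is out of reach with 4 splits. Splits with unequal replicate numbers, 84 in all for 3 against 6, added 1 split for Ctr9L and none for the other bulk mutants.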

How the results depend on the processing

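Voom weights, the accessory gland score and the comparison limited to same-strand 5′ neighbours were chosen after seeing the data. Of 252 refits of 28 results under other settings, 151 were of gene counts, of which 99 stayed within a ratio of 1.5 and 52 moved further. A count within that ratio can hold other genes: voom weights gave 166 for Cdc73L, against 203, with 80 shared. Of the 101 refits of the Y-linked set and neighbour tests, 83 kept direction and side of the threshold, 10 were weaker, 3 stronger and 5 reversed. For single named genes, 507 of 516 refits kept direction and side, and 9 were weaker. The cause of a change was not tested.

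Counts are given as the number of called genes. With a pseudocount of 0.1, Cdc73L had 320, Ctr9L 137, the inverted Leo1L cross 392 and Paf1L 357, and 25 genes were raised in all bulk mutants. With a pseudocount of 5, Cdc73L had 69, Ctr9L 23, Leo1L 90, the inverted cross 96, Paf1L 92, the cross direction 1, the control stocks 65, sorted Leo1L 138 and sorted Paf1L 238; 1 gene was raised in all bulk mutants, and 90 were raised and 10 lowered in both sorted mutants. With a mean of at least 5, Ctr9L had 51, Leo1L 145, the inverted cross 169, Paf1L 151, the control stocks 90, sorted Leo1L 230 and sorted Paf1L 376. Without a filter Cdc73L had 125, and 5 genes were raised in all bulk mutants.

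At any fold change the counts were 2018 (Cdc73L), 2052 (Ctr9L), 2910 (Leo1L), 3053 (inverted cross), 2694 (Paf1L), 949 (control stocks), 1565 (sorted Leo1L), 2408 (sorted Paf1L) and 42 (Paf1L against Leo1L). With the w1118 controls alone they were 388, 258, 376, 480 and 485 in the order of the bulk mutants above, with 50 genes raised and 67 lowered in all of them. With the iso controls alone Cdc73L had 52, and 4 genes were raised and 5 lowered in all bulk mutants. Fits of the compared groups alone gave 52 for Ctr9L and 83 for the control stocks. Voom weights gave 139 for Ctr9L, 369 for Paf1L, 1 for the cross direction and 39 for Paf1L against Leo1L. The accessory gland score as a covariate gave 34 for Cdc73L.

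The raised share of calls moved by more than 10 percentage points as follows. Cdc73L went from 16.7% to 45.5% at any fold change, 26.8% with the w1118 and 48.1% with the iso controls alone and 64.7% with the accessory gland score, and voom weights gave 93 raised and 73 lowered. Without mutant replicate 1 it was 57.1% (36 raised, 27 lowered), without mutant replicate 2 54.2% (26 and 22), and without w1118 replicate 3 30.7%. Ctr9L went from 50.6% to 30.4% with a pseudocount of 5 and 38.0% with the w1118 controls alone. Bulk Leo1L went from 58.5% to 69.0% when rescaled to one total, 48.3% with a mean of at least 5 and 46.8% with the w1118 controls alone, and bulk Paf1L from 49.4% to 59.9%, 37.7% and 37.9%. The inverted cross went from 38.6% to 49.4% after quantile normalization and 50.4% at any fold change. The control stocks went from 36.6% to 46.7% with a mean of at least 5 and 59.4% at any fold change. Sorted Leo1L went from 82.6% to 57.8% and sorted Paf1L from 81.5% to 51.4% at any fold change, and sorted Paf1L to 61.2% after quantile normalization. Paf1L against Leo1L went from 16 raised and 9 lowered to 9 and 9 without a filter, 21 and 21 at any fold change, and 9 and 8 without Leo1L replicate 3 or Paf1L replicate 1. The median log2 fold change of sorted Paf1L was 0.055, 0.102 after rescaling to one total and -0.026 after quantile normalization.

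The Y-linked set reversed in Cdc73L with the iso controls alone (-0.0503) and in sorted Leo1L with a pseudocount of 0.1 (0.17), neither past the threshold in either setting. It was weaker in Ctr9L with the w1118 controls alone (-0.10) and by exact permutation (-0.21, p = 0.0833), and in sorted Paf1L with a pseudocount of 0.1 (-0.26) and by exact permutation (-0.52, p = 0.1, the smallest it can give).

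For raised genes behind an active neighbour, a limit of 5000 bases gave odds ratios of 1.68 for Ctr9L (reversed) and 1.94 for Leo1L (stronger), and a limit of 1000 bases 1.60 for the inverted cross and 1.63 for Paf1L (both weaker). A neighbour mean of at least 50 gave 2.12 for Leo1L (stronger). A pseudocount of 0.1 gave 1.01 for Ctr9L (reversed), 1.43 for the inverted cross and 1.44 for Paf1L (both weaker). Limited to same-strand 5′ neighbours, it was 0.235 for Cdc73L (stronger), 0.869 for Leo1L (reversed), 1.03 for the inverted cross and 1.20 for Paf1L (both weaker).

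Leaving out each replicate in turn gave 48 to 247 genes for Cdc73L, 62 to 102 for Ctr9L, 212 to 273 for Leo1L, 208 to 314 for the inverted cross, 197 to 294 for Paf1L, 0 to 19 for the cross direction, 114 to 186 for the control stocks, 295 to 394 for sorted Leo1L, 627 to 909 for sorted Paf1L and 17 to 28 for Paf1L against Leo1L. The Y-linked set ranged from 0.02 to 0.09 in Cdc73L, -0.25 to -0.17 in Ctr9L, -0.65 to -0.58 in Leo1L, -0.65 to -0.58 in the inverted cross, -0.64 to -0.54 in Paf1L, -0.17 to -0.01 in sorted Leo1L and -0.59 to -0.46 in sorted Paf1L, where 2 of 6 fits were weaker. Of 1410 such fits of named genes, 134 were weaker; CG33669 was weaker in 6 of 9 fits in each bulk mutant.

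Residuals of libraries with the same replicate number in different groups correlated by -0.01 (-0.014) in bulk and 0.07 (0.072) in sorted cells. With the replicate number as a block the counts were 206 (Cdc73L), 75 (Ctr9L), 227 (Leo1L), 251 (inverted cross), 222 (Paf1L), 0 (cross direction), 155 (control stocks), 391 (sorted Leo1L), 745 (sorted Paf1L) and 26 (Paf1L against Leo1L). With the block, 6 genes were raised and 7 lowered in all bulk mutants, and 270 raised and 45 lowered in both sorted mutants.

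Depth limits genes near the floor of 3 reads, 0.145 to 0.384 in sorted cells, where folds are lower bounds.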

Other observations

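The tests of the overlap with the control stocks, of the accessory gland score as a covariate, of the set between the Leo1L crosses, of same-strand neighbours in bulk mutants, of the Y-linked set without Pp1-Y1, and of the raised share without sorted control 3 were chosen only after the result was seen. The same-strand test in sorted cells was written before its own result, but after the deficit of opposite-strand neighbours was seen.

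Of the 17 genes called in one direction in all 5 bulk mutants, 41.2% differed the same way between w1118 iso and w1118, against 1.47% of tested genes. A strain variant shared by the mutants and the iso stock is a candidate explanation for these genes, CG33669 and CG2065 among them. Judged by genes that themselves passed between the stocks, it covers a smaller part of each mutant's own calls: 9.9% for Cdc73L, 19.0% for Ctr9L, 5.7% for Leo1L, 8.7% for the inverted cross and 9.5% for Paf1L. These shares can understate the dependence on the stock. With the iso controls alone, 43 of 203 Cdc73L calls were kept and 37 of 79 for Ctr9L. For Leo1L, the inverted cross and Paf1L it was 178 of 229, 155 of 254 and 153 of 231. Those fits also have fewer control libraries. Genes within 2000000 bases of the mutated gene, where a linked variant could act, were not called more often in Leo1L (odds ratio 0.926), the inverted cross (0.584), bulk Paf1L (0.693), sorted Leo1L (0.885) or sorted Paf1L mutants (0.858). For Ctr9L no excess was found either, with 4 called genes among 523 near the mutated gene against 3.7 expected (Fisher's exact test across genes, odds ratio 1.089, p = 0.787); with so few expected, the test has little power.

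The lowered genes of Cdc73L mutants may come from less accessory gland RNA in the dissected tissue. The 8 tested accessory gland markers had a mean log2 fold change of -2.97, at percentile 0.0 of matched random lists, and with the score as a covariate 12 genes were called lowered, 8 of them among the 169 called without it. The score and the genotype overlap in part, so the covariate also removes power. Muscle markers were at percentile 3.14 as well, and somatic testis markers at 41.94. Percentiles were not computed for the other bulk mutants. The mean log2(signal + 1) of the muscle markers was 5.75 to 6.29 in bulk controls. It was lower in every Ctr9L (5.10 to 5.52), inverted-cross (4.62 to 5.49) and Paf1L library (5.20 to 5.64). Leo1L and Cdc73L libraries overlapped the controls. Somatic testis markers were also below every control in Ctr9L and Paf1L libraries. RNA from other tissue is thus left open for Ctr9L, inverted-cross and Paf1L calls. Between the control stocks, accessory gland markers were at percentile 42.38, somatic testis markers at 37.96 and muscle markers at 1.5, so RNA from muscle may contribute to the stock difference.

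Raised calls outnumbered lowered calls in sorted cells. With every column thinned to 7.82 M estimated reads (20 draws) the raised share was 82% for Leo1L and 81.1% for Paf1L. As far as estimated reads can show, a depth difference does not account for the excess. Somatic testis markers, at percentiles 13.7 and 17.19, did not rise, which speaks against RNA from somatic testis cells. The 3 accessory gland markers tested in sorted cells were lower, by -0.95 in Leo1L and -1.23 in Paf1L mutants (percentiles 0.03 and 0.0), and the score of 9 markers was 2.15 in sorted control 3 against 0.86 and 0.87 in the other controls. Gland RNA in that column may therefore add to the differences; without it the raised shares were 83.0% and 79.6%. Quantile normalization, which gave 61.2% for Paf1L, leaves normalization open as a possible explanation for part of the Paf1L excess. Without the fold-change limit the raised shares were 57.8% and 51.4%, so the excess lies mainly among genes with large fold changes.

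The position of raised genes behind active same-strand neighbours may come from transcription that reads through the end of the upstream gene. In sorted cells the 3′ side gave odds ratios of 0.993 (Leo1L) and 0.975 (Paf1L), so a general closeness of active genes on either side does not produce it. Of 10000 draws of genes with like mean values, 0 for Leo1L and 0 for Paf1L had as many genes behind an active neighbour. Other means over all columns therefore do not produce it either. The mutant columns, in which these genes are raised, enter that mean. Genes with like control signal were not drawn, so low control signal of the raised genes stays open as an explanation. Among genes whose nearest 5′ gene is on the same strand, the odds ratios were 1.518 and 1.577, lower than 2.21 and 2.04 but still past 0.05. Read-through itself was not measured, because the tables hold no reads between genes, and it stays a hypothesis. In bulk testis the same comparison gave 1.034 for the inverted cross and 1.201 for Paf1L, so there the excess may come from the lack of opposite-strand neighbours alone. In sorted cells the raised share was lowest up to 500 bases behind an active gene, 5.0% in Leo1L and 8.5% in Paf1L mutants. At 2000 to 5000 bases it was 9.8% and 17.1%. The excess was thus not greatest next to the active gene, and whether read-through gives such a profile was not tested.

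The fall of the Y-linked set in bulk Leo1L, inverted-cross and Paf1L mutants lay at percentiles 0.01, 0.02 and 0.0 of random lists with like mean values, so a shift shared by such genes does not produce it. Long gene span was tested off the Y chromosome only. Genes there that span at least 100000 bases moved up, at percentiles 99.52 (Leo1L) and 99.96 (Paf1L) in bulk. In sorted cells the percentiles were 99.53 and 99.97. They also moved up in bulk Cdc73L mutants (99.98), where the set did not fall. Within the set, bulk Leo1L changes partly followed span. The long kl-2, kl-5 and WDY changed by -1.19, -1.12 and -0.85. The short ARY, FDY and Pp1-Y2 (at most 1736 bases) changed by -0.02, 0.33 and -0.30. Against this, Pp1-Y1 (954 bases) changed by -0.83 and Ppr-Y (248273 bases) by -0.16. Span is therefore not ruled out for Y-linked genes. A Y chromosome that came with one cross is unlikely, since the set did not differ between the Leo1L crosses (limma's fry adjusted p = 0.965, difference 0.00, 3 libraries against 3). A Y chromosome shared by all mutant stocks has against it that Cdc73L lay 0.06 from the controls and above Leo1L by 0.67 (limma's fry adjusted p = 3.0e-07, 3 libraries against 3); one shared by the Leo1L and Paf1L stocks alone was not tested. In sorted cells the set lay at percentile 0.0 in Paf1L mutants and at 13.6 in Leo1L mutants, where its mean was -0.10 (limma's fry adjusted p = 0.805, 6 of 12 genes lower, 3 columns against 3). The Leo1L mean rests on Pp1-Y1: without it the mean was -0.49, and 5 of 12 genes were lower past an adjusted p of 0.05 by limma with Benjamini-Hochberg adjustment, so the sorted Leo1L result does not settle whether the set falls there. Another Y chromosome in the sorted control line, left open by Pp1-Y1, would bear on all sorted changes of the set and was not tested. A dependence on Leo1L and Paf1L in bulk testis stays a hypothesis, found and tested on one set of data.

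The gene boil had a mean of 20.7 in sorted controls (6.38 to 30.8) and of 152 in bulk controls, while its sorted mutants were at 527 and 277. No explanation of this difference was tested.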
